A study of Mus musculus with 7 samples.

How the data were processed

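RNA was measured by sequencing in follicular dendritic cells (FDCs), stromal cells of the B-cell follicle that hold antigen on their surface. Per the labels, the cells were sorted by flow cytometry from popliteal lymph nodes of non-immunized male mice. The 7 samples were 4 from wild-type (WT) mice and 3 from mice lacking Ngfr, the gene of the low-affinity neurotrophin receptor p75 (Ngfr KO). Per the series' design text, each sample was a pool of lymph nodes from several animals. Genotypes and replicate numbers were taken from the sample titles. Per the labels' protocols, cDNA was amplified with SMART-Seq v4, a full-length method for small inputs, and libraries were made with Nextera XT.

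The authors deposited 1 table of normalised signal per gene with 1 column per sample, and its name calls the values TMM, for trimmed mean of M values, a scaling by library size and composition. The aligner, the counting program, the genome build, the annotation and the software used for TMM are not stated in the labels or the table. The values themselves show that they are read counts multiplied by 1 factor per sample: in every sample 100% of the values were whole multiples of a single step, the same for all genes. Dividing by that step recovered the reads. No gene length was divided out, so values of different genes are not comparable as molar amounts. The table held 21176 genes, none at 0 in every sample, and the lowest number of reads per gene summed over samples was 3, so genes below that number are not in the table. Neither the protocol nor the table speaks of molecular identifiers, and amplified reads are not independent molecules, so any floor given in reads covers counting error only.

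Gene symbols and Ensembl identifiers were used as the table gives them. Coordinates, strand and gene type came from GENCODE M21 on the GRCm38 build by matching identifiers. Of the identifiers, 21137 matched and 39 did not. That build may differ from the one the authors used, which is not stated. Some identifiers share a symbol: 59 identifiers carry 29 symbols.

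Recovered reads per sample ranged from 17244925 to 21538400. A value of 1 corresponded to 230 to 295 reads, depending on the sample, and 3 reads corresponded to values of 0.0102 to 0.0130.

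The comparison of Ngfr KO with WT used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) on log2(value + 1), without covariates, on genes with a value of at least 1 in at least 3 samples. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. All log2 changes are on the log2(value + 1) scale unless edgeR is named. Because the pseudocount of 1 is worth 230 to 295 reads, it understates the change of genes with low values. Ngfr reached a value of 1 in only 2 samples and failed the filter; its statistics come from the same fit with Ngfr added, over 8327 genes. Lists of marker genes, written before the table was opened, were tested with limma's camera (inter-gene correlation 0.01) where at least 5 genes passed the filter. For each list, the mean log2(value + 1) over its tested genes gave a score per sample, which was compared by an exact two-sided permutation test over the 35 ways to split 7 samples into 4 and 3. The smallest p-value of that test is 0.0286.

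Genes named in the text are Ngfr, the genes of the FDC and neurotrophin lists, and, among the called genes for which every Ngfr KO sample lay beyond every WT sample, the 8 with the largest log2 change in each direction. All other genes named were chosen after their values were seen, also where the text does not repeat it. Listed genes absent from the tables used were not analysed here, and some listed genes are not reported here.

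Alternatives were another pseudocount (0.1 or 5), no filter, a stricter filter (a value of at least 10 in at least 3 samples), quantile normalization, median ratio scaling, robust eBayes without trend, array weights, the replicate number as a block, the B-cell list score as a covariate, and leaving out each replicate. The pairing by replicate number comes from the sample titles. After the data had been seen, 3 alternatives were added: edgeR 4.0.16 (quasi-likelihood test on the recovered reads, filterByExpr, its own TMM factors), reads thinned to the smallest total, and removal of each sample's trend with GC content and transcript length.

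The scripts were tested on simulated data with 200 genes changed 4-fold. The limma fit recovered 96% of them, and 6.8% of its 206 calls among 8242 genes were unchanged genes. The edgeR fit recovered 95.5%, with 4.98% of its 201 calls among 16403 genes being unchanged genes. With no gene changed, both fits called 0 genes. The simulation drew genes independently and raised as many genes as it lowered. It therefore cannot show that error control or scaling holds where many genes change or genes move together.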

Results

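Gene expression was profiled in FDCs sorted from popliteal lymph nodes of WT mice (n = 4 pooled samples) and Ngfr KO mice (n = 3 pooled samples). The design asks which transcripts of these cells differ when the neurotrophin receptor gene Ngfr is lost. WT libraries held 17244925 to 18873542 reads and Ngfr KO libraries 20741770 to 21538400 reads. Every Ngfr KO library was deeper than every WT library (exact two-sided permutation test, p = 0.0286, the smallest value that 35 splits allow). Depth and genotype therefore cannot be separated by comparing samples within a depth class, and the labels give no sequencing batch. With all libraries thinned to the smallest total, 2852 genes were called, against 2844 at full depth. Between 17771 and 20047 genes had a value above 0 per sample.

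The 10 most abundant genes took 17.2% ± 1.6 of the reads in WT (SD, n = 4) and 19.9% ± 1.2 in Ngfr KO (SD, n = 3), a difference within what the exact permutation test allows by chance (p = 0.0857). Mitochondrially encoded transcripts took 6.78% ± 0.85 of the reads in WT (SD, n = 4) and 4.03% ± 0.92 in Ngfr KO (SD, n = 3). Every Ngfr KO sample lay below every WT sample, and the exact two-sided permutation test gave p = 0.0571. The Y-linked gene Ddx3y had values of 5.55 to 8.95 in WT and 5.97 to 7.04 in Ngfr KO, and Xist stayed at or below 0.0467 in all 7 samples, which the labels describe as male; both genes were chosen from a list of sex-linked genes after their values were seen.

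Samples of one genotype resembled each other more than samples of different genotypes. Spearman's rho between samples, across genes, was 0.877 to 0.945 within WT, 0.902 to 0.942 within Ngfr KO and 0.651 to 0.826 between genotypes. The first principal component held 63.9% of the variance and placed WT between -38.7 and -14.4 and Ngfr KO between 27.8 and 35.6. WT replicate 1 lay farthest from the Ngfr KO samples. The second component held 11.2% of the variance and separated Ngfr KO replicate 3, at -23.1, from the other Ngfr KO replicates, at 6.39 or above.

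**Figure D1:**
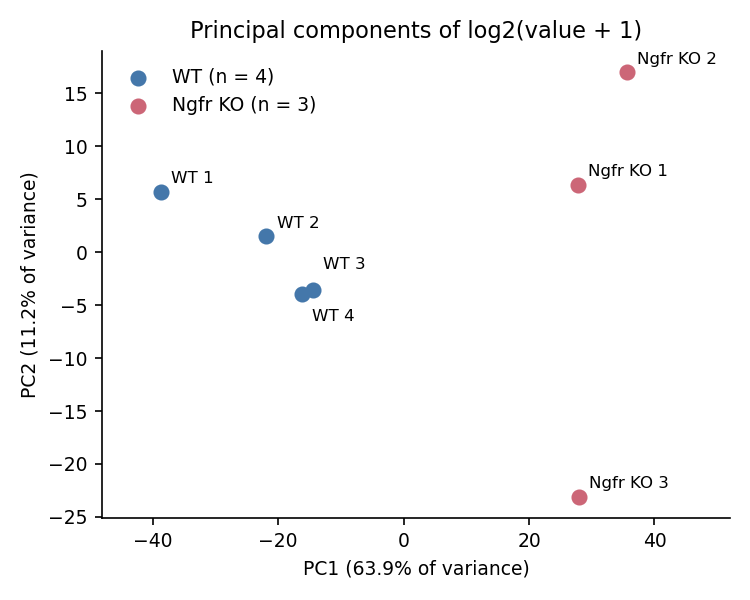
Principal components of log2(value + 1), with the first component (63.9% of the variance) on the horizontal axis and the second (11.2%) on the vertical axis, 1 point per sample for WT (n = 4) and Ngfr KO (n = 3). The first component separates the genotypes, with WT at or below -14.4 and Ngfr KO at or above 27.8.

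The targeted gene was examined first in every sample. Ngfr (ENSMUSG00000000120, protein coding) lies on the minus strand of chromosome 11 from 95568818 to 95587735 (GRCm38, GENCODE M21). It was covered by 97, 181, 298 and 298 reads in WT replicates 1 to 4 and by 84, 104 and 46 reads in Ngfr KO replicates 1 to 3. Normalised values were 0.872 ± 0.421 in WT (SD, n = 4) and 0.281 ± 0.087 in Ngfr KO (SD, n = 3). The groups did not overlap, but the lowest WT value, 0.377 in replicate 1, was close to the highest Ngfr KO value, 0.353. The log2 change was -0.52 (SE 0.18, limma adjusted p = 0.0431), and the exact two-sided permutation test on log2(value + 1) gave p = 0.0571. The alternative that moved this estimate most was edgeR on recovered reads, with a log2 change of -1.55 (adjusted p = 0.0574). Its SE of 0.49 was derived from the log2 change and the F statistic. Ngfr was lower in Ngfr KO under all 20 alternatives, with an adjusted p-value under 0.05 in 7 of them. Reads were present in all 3 Ngfr KO samples, and values per gene do not show which exons those reads cover.

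Of 8326 genes tested, limma called 2844, of which 1526 were higher and 1318 lower in Ngfr KO. A log2 change of at least 1 in size was seen for 689 called genes, 389 higher and 300 lower. In 2608 called genes (91.7%) every Ngfr KO sample lay beyond every WT sample. That was the case for 40.9% of all genes tested, where chance gives 5.71%. The filter on low values moved the count most: with a value of at least 10 required in at least 3 samples, 535 of 1297 genes were called, 359 higher and 176 lower. edgeR on the recovered reads, a test added after the data were seen, called 2551 of 16751 genes, 1453 higher and 1098 lower. Both tests called 2068 genes, each with the same sign. Across genes, the log2 change ran against transcript length (Spearman's rho -0.288) and hardly followed GC content (rho 0.0509); genes are not independent replicates.

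**Figure D2:**
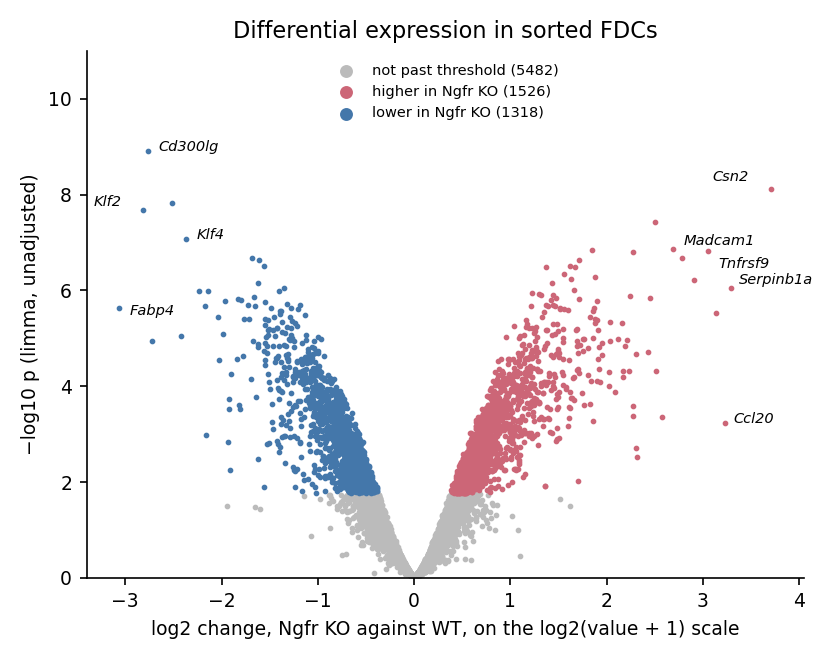
Differential expression of the 8326 tested genes, with the log2 change of Ngfr KO (n = 3) against WT (n = 4) on the log2(value + 1) scale on the horizontal axis and the negative log10 of limma's unadjusted p-value on the vertical axis, 1 point per gene. Coloured points are the 1526 genes called higher and the 1318 called lower at an adjusted p-value under 0.05, and 9 of the named genes are labelled.

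Among called genes with fully separated groups, the largest rise was in Csn2 (ENSMUSG00000063157, chromosome 5, 87692624 to 87699630, minus strand). Its value was 0.543 ± 0.295 in WT (SD, n = 4) and 20.3 ± 9.9 in Ngfr KO (SD, n = 3), a log2 change of 3.71 (SE 0.27, limma adjusted p = 3.18e-05). The WT libraries held 33 to 202 Csn2 reads, fewer than the pseudocount is worth, and the edgeR log2 change was 5.30. Serpinb1a (ENSMUSG00000044734, chromosome 13, 32842092 to 32851185, minus strand) rose from 10.2 ± 5.2 to 97.6 ± 11.9, a log2 change of 3.29 (SE 0.37, limma adjusted p = 2.92e-04). Madcam1 (ENSMUSG00000020310, chromosome 10, 79664559 to 79668537, plus strand), a gene of the FDC list, rose from 25.2 ± 6.8 to 163 ± 26, a log2 change of 2.69 (SE 0.25, limma adjusted p = 1.35e-04). Fcer2a, also of the FDC list, rose by 3.13 and the remaining genes Tnfrsf9, Fcamr and Stra6 by 3.05, 2.91 and 2.78 on the log2 scale, with limma adjusted p-values from 1.35e-04 to 3.57e-04. Ccl20 rose by 3.23 (SE 0.70, limma adjusted p = 0.00516), with Ngfr KO values spread from 47.6 to 556. Its adjusted p-value was above 0.05 without a filter (0.0544) and with robust eBayes without trend.

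On the log2(value + 1) scale, the largest fall was in Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576, minus strand). Its value fell from 108 ± 33 in WT (SD, n = 4) to 13.1 ± 7.1 in Ngfr KO (SD, n = 3). The log2 change was -3.06 (SE 0.37, limma adjusted p = 3.30e-04). Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656, plus strand) fell from 15.8 ± 4.7 to 1.35 ± 0.49, a log2 change of -2.81 (SE 0.22, limma adjusted p = 4.34e-05). Cd300lg (ENSMUSG00000017309, chromosome 11, 102041509 to 102055620, plus strand) fell from 7.27 ± 1.34 to 0.209 ± 0.157, a log2 change of -2.77 (SE 0.17, limma adjusted p = 1.01e-05). Hes1, Klf4 and Gpihbp1 had log2 changes of -2.42, -2.37 and -2.23, with limma adjusted p-values from 1.16e-04 to 6.02e-04. The order depends on the scale. By edgeR log2 change, Cd300lg (-5.02), Gpihbp1 (-3.84) and Klf2 (-3.46) fell further than Fabp4 (-2.95). Hes1 (-2.57) and Klf4 (-2.62) fell less. The other 2 genes that the rule selected are uncertain. Gm6061 (log2 change -2.72) is annotated as a transcribed processed pseudogene, whose reads the counting could have shared with its parent gene, and its edgeR adjusted p-value was 0.0512. The identifier listed as Sept2 (ENSMUSG00000112508, log2 change -2.52) was not matched in GENCODE M21, and the table has another identifier with the same symbol. The mean score of the endothelial list was also lower in the Ngfr KO samples (2.00 against 3.34 in WT). Whether the falls named here arose within FDCs or from the make-up of the sorted cells was not tested.

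The FDC list held 24 genes, of which 22 were tested and 19 called, 18 of them higher in Ngfr KO. Adjusted over the list alone, 19 were called as well. The alternative that moved the count most was leaving out the filter, which gave 13 calls, or 18 when adjusted over the list. Cr2 (ENSMUSG00000026616, chromosome 1, 195136811 to 195176716, minus strand), which encodes the complement receptors CD21 and CD35, had a value of 50.2 ± 21.3 in WT (SD, n = 4) and 101 ± 9 in Ngfr KO (SD, n = 3), a log2 change of 1.09 (SE 0.30, limma adjusted p = 0.0168). Its adjusted p-value was above 0.05 without a filter (0.0784) and with the B-cell score as a covariate. Vcam1 rose from 101 ± 35 to 253 ± 18, a log2 change of 1.38 (SE 0.27, limma adjusted p = 0.00324). Icam1 rose from 16.7 ± 4.3 to 31.5 ± 7.3, a log2 change of 0.89 (SE 0.23, limma adjusted p = 0.0114). Mfge8 rose from 292 ± 175 to 1453 ± 481, a log2 change of 2.57 (SE 0.54, limma adjusted p = 0.00446). Clu rose from 1122 ± 366 to 2992 ± 184, a log2 change of 1.48 (SE 0.36, limma adjusted p = 0.00914). In all 5 of these genes the groups did not overlap, but without a filter Mfge8 (limma adjusted p = 0.0649) and Clu (0.358) were not called either. The other genes called higher were Madcam1, Fcer2a, Fcgr2b, Bst1, Enpp2, Sox9, Coch, Tnfsf13b, Prnp, Tnfsf11, Cilp, Serpina1e and Pthlh. Reads of Serpina1e are uncertain because the gene has near-identical paralogs.

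Itga9 was the only listed FDC gene called lower, with a log2 change of -0.83 (SE 0.20, limma adjusted p = 0.00870). Cxcl13 was among the most abundant listed genes and was not called: its value was 1983 ± 872 in WT (SD, n = 4) and 3453 ± 1591 in Ngfr KO (SD, n = 3), the groups overlapped, and the limma adjusted p-value was 0.180. Ltbr and Tnfrsf1a, with log2 changes of -0.08 and 0.16, did not differ by more than the spread between replicates (limma adjusted p = 0.735 and 0.486). Il6 did not pass the filter and was not tested.

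**Figure D3:**
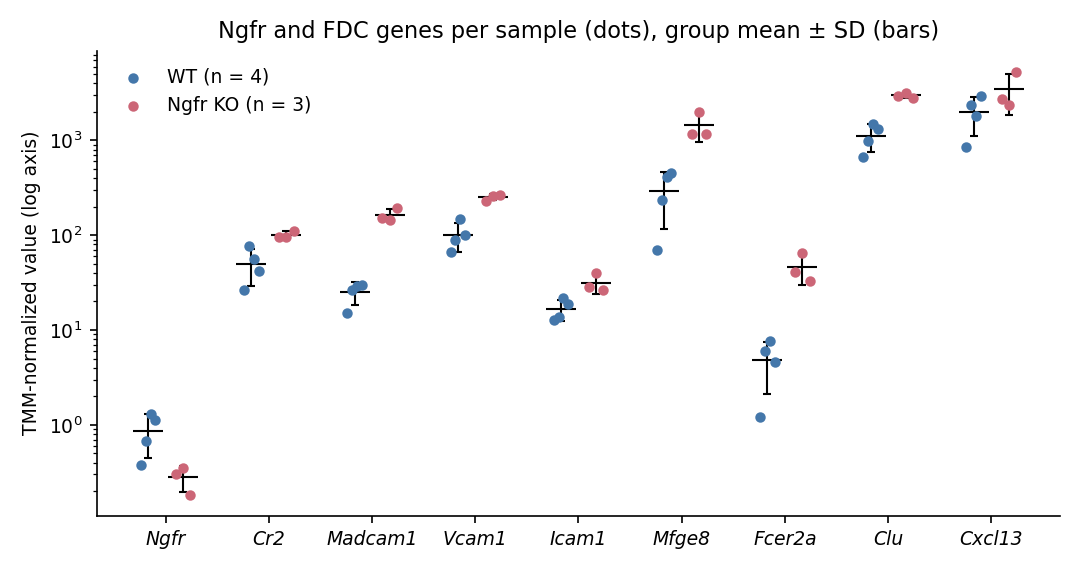
Normalised values of Ngfr and 8 genes of the FDC list on a logarithmic vertical axis, by gene on the horizontal axis, with 1 dot per sample for WT (n = 4) and Ngfr KO (n = 3) and bars for the group mean ± SD. All genes but Cxcl13 have non-overlapping groups, with Ngfr lower in Ngfr KO (0.281 against 0.872) and the others higher.

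Genes of neurotrophin signalling were examined because the targeted gene encodes a neurotrophin receptor. Sort1 had a log2 change of -0.50 (SE 0.14, limma adjusted p = 0.0170). Ntf3 had a log2 change of -0.61 (SE 0.18, limma adjusted p = 0.0243), but its groups overlapped, and edgeR gave an adjusted p of 0.0754. Sort1 was no longer called after the trend with GC content and length was removed. Of the listed genes that did not pass the filter, Ntrk2 was covered by at most 46 reads in any sample. Its groups overlapped, and edgeR did not call it (log2 change 0.52, adjusted p = 0.826). At so few reads a small difference could be missed.

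Lists of marker genes for other cell types and programmes were compared to describe which kinds of transcripts differed. Of 13 lists, 11 had enough genes past the filter, and camera called 4 of them. The FDC list was higher in Ngfr KO (median log2 change 1.36, limma camera adjusted p = 3.97e-08), as was the list of MHC class II genes (median 0.59, limma camera adjusted p = 0.0292). The MHC class II list was not called with a pseudocount of 5, array weights, the B-cell score as a covariate or the GC and length trend removed. The endothelial list was lower, with a median log2 change of -1.34 and all 14 tested genes called lower (limma camera adjusted p = 1.14e-09). The list of immediate early and stress genes was lower, with a median of -0.44 (limma camera adjusted p = 0.0180). Of its 19 genes, 7 were called lower and 1 higher. The alternatives that moved the number of lists most were no filter and edgeR on recovered reads, each with 9 of 13 lists called. Other splits of the 7 samples called as many lists: 29 of the 35 splits, the real one included, gave at least 4, so the number of lists does not set the genotypes apart from other splits.

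The list scores were also compared sample by sample. The FDC score was 4.65 ± 0.49 in WT (SD, n = 4) and 6.07 ± 0.14 in Ngfr KO (SD, n = 3), and the endothelial score was 3.34 ± 0.23 and 2.00 ± 0.25. In these lists, and in those of myeloid genes and of NF-κB targets, which were higher in Ngfr KO, the groups did not overlap. Each had p = 0.0286 in the exact two-sided permutation test, the smallest possible value, and an adjusted p of 0.0786 over the 11 lists. The exact p-value of the MHC class II score was 0.0857 and that of the immediate early score 0.143, with overlapping groups in both. The scores of B cells, T cells, interferon response genes, reticular stroma and neurotrophin signalling had overlapping groups and did not differ by more than the spread between replicates, with exact p-values from 0.171 to 0.857. On the recovered reads, however, camera on the edgeR data called the B-cell list higher in Ngfr KO (median log2 change 0.52, adjusted p = 0.0420), and likewise the lists of reticular stroma (0.49, adjusted p = 0.0317) and NF-κB targets (0.44, adjusted p = 0.00763). The fit without a filter called these 3 lists too.

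**Figure D4:**
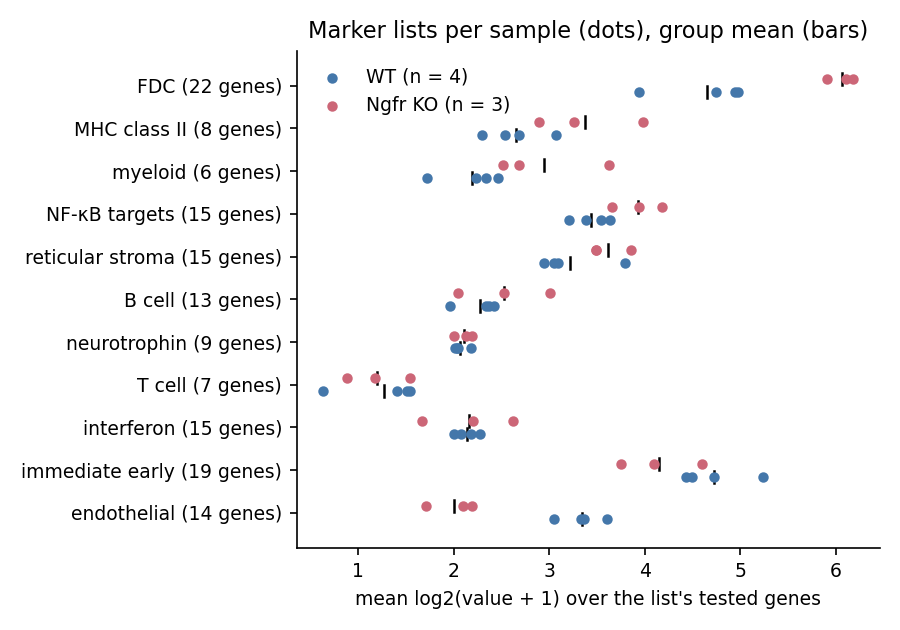
Scores of the 11 tested marker lists, each the mean log2(value + 1) over the list's tested genes, on the horizontal axis and the lists on the vertical axis, with 1 dot per sample for WT (n = 4) and Ngfr KO (n = 3) and a bar for each group mean. The FDC scores are 3.94 to 4.98 in WT and 5.91 to 6.18 in Ngfr KO, and the endothelial scores 3.05 to 3.61 in WT and 1.71 to 2.19 in Ngfr KO.

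The lists of germinal centre B-cell genes and of proliferation genes each had 3 genes past the filter and were not tested on the main scale. On the recovered reads, with 12 and 20 genes, camera on the edgeR data found both higher in Ngfr KO, with median log2 changes of 1.77 (adjusted p = 2.66e-04) and 2.43 (adjusted p = 1.51e-07). edgeR called 4 of the 12 germinal centre genes and 8 of the 20 proliferation genes, all higher. Most of these transcripts had low values and failed the filter. The cell-cycle gene Top2a, chosen after its values were seen, had 0.339 ± 0.269 in WT (SD, n = 4) and 1.53 ± 0.70 in Ngfr KO (SD, n = 3). Top2a itself was not called by edgeR (adjusted p = 0.0540). Not all proliferation genes moved. Mcm2, Mcm5, Pcna and Tyms had edgeR log2 changes of -0.39, 0.34, 0.11 and 0.29, and none of them was called. Neither list was tested on the recovered reads over the other splits of the 7 samples.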

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

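The test in this part was chosen only after the result was seen. In each of 65 results, the sample of the 4 WT replicates that lay farthest from its nearest neighbour was compared with the range of the group. In 1 result the gap was large by Dixon's criterion, where chance gives 3.25, so the number of such results is not above chance. It concerns WT replicate 3. The design puts that replicate in no group of its own, and no biological explanation was tested.

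The T-cell list score was 0.632 in WT replicate 3 and 1.41 to 1.54 in the other WT samples, so that the gap took 0.852 of the range. A candidate explanation is loss of low-abundance transcripts in that library, which had the lowest number of genes above 0 (17771). The 7 T-cell genes deviated by a mean of -0.856 on the log2 scale in replicate 3. None of 10000 random lists matched on level deviated so far down (percentile 0), and their median deviation was -0.00386, so a general loss at this level of expression did not account for it. The random lists treat genes as independent, which genes of 1 cell type are not. Fewer T cells among the sorted cells of that sample may also give this pattern; this was not tested. In the same sample the immunoglobulin gene Igkc, a B-cell list gene chosen after its values were seen, had a value of 179.7, against 9.52 to 15.4 in the other WT samples.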

How the results depend on the processing

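Groups, designs, marker lists and alternatives were fixed before the data were examined, except edgeR on recovered reads, thinned reads and removal of the GC and length trend, which were chosen after seeing the data and only after the result was seen.

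The count of 2844 called genes stayed within 1.5 times under most alternatives. The exceptions were the stricter filter (535 genes, 359 higher and 176 lower), array weights (4881, 2528 higher and 2353 lower) and the B-cell list score as a covariate (1695, 908 higher and 787 lower), and 3 of the 7 fits that left out 1 replicate each: without WT replicate 1 (1870), Ngfr KO replicate 1 (1803) and Ngfr KO replicate 2 (1614). Across all 7 of these fits, 1614 to 3006 genes were called, 833 to 1687 higher and 781 to 1373 lower. The 7 fits shared 1569 to 2561 genes with the full fit. The stricter filter kept 515 of the called genes among the 1297 it tested, and the cause of the other shifts was not tested. The share of higher calls was 53.7% as reported, 67.1% under the stricter filter, 49.4% with quantile normalization and 59.5% with median ratio scaling. No filter gave 2126 genes, a pseudocount of 0.1 gave 2761 and of 5 gave 2846, quantile normalization 2847, median ratio scaling 2879 and robust eBayes 2832.

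Ngfr kept its direction in all 20 alternatives, with limma or edgeR adjusted p-values from 0.0142 to 0.477, under 0.05 in 7. Its log2 change was -1.26 with a pseudocount of 0.1, -0.52 without a filter and with the stricter filter, -0.47 with quantile normalization, -0.49 with median ratio scaling and -1.55 with edgeR, all with an adjusted p-value above 0.05. It ranged from -0.66 to -0.41 across the 7 fits that left out 1 replicate, of which 1 stayed under 0.05. The result rests on 46 to 298 reads per sample, and the size of the log2 change depends on the pseudocount. Thinning to the smallest total left it at -0.52. The cause of the lost calls was not tested.

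Replicate numbers gave no clear pairing, and the samples come from different animals. Deviations from the group means correlated at a mean r of 0.076 over the 3 same-numbered pairs and -0.025 over the 9 other pairs across genotypes. By number, r was 0.298 for replicate 1, -0.0593 for replicate 2 and -0.0108 for replicate 3. The value for replicate 1 was the highest of any pair, so these 3 pairs cannot exclude pairing. With the replicate block, in which WT replicate 4 has no partner, 2717 genes were called, 2422 of them shared, 19 FDC list genes and 6 marker lists were called, and Ngfr had a log2 change of -0.45 (limma adjusted p = 0.0883). The median change of the neurotrophin list was 0.160 and the change of Ltbr 0.0103 under the block.

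The number of FDC list genes stayed at 13 to 19 under all alternatives, and at 15 to 20 adjusted over the list. The number of marker lists rose from 4 to 9 without a filter and to 9 with edgeR, and was 2 to 5 when 1 replicate was left out; the cause was not tested, apart from low genes entering both of the first fits.

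Among 55 single genes and lists, 997 of 1073 values under alternatives kept direction and side of the threshold, 36 were weaker, 15 stronger and 25 changed direction. Each that changed direction was not called in the reported fit. By camera's direction, the neurotrophin list (reported median 0.0887) changed without a filter (0.0328), with array weights (0.0227) and with the B-cell covariate (0.0330), and ranged from -0.0136 to 0.160 with 1 replicate left out. The interferon list (-0.143) changed without a filter (0.0674), with array weights (0.275), the B-cell covariate (0.144) and edgeR (0.249), with a range of -0.246 to 0.137. The B-cell list went from 0.211 to -0.206 with its own score as a covariate. The T-cell list (-0.0682) was at -0.0213 with quantile normalization and ranged from -0.371 to 0.0748. Of single genes, Tnfrsf1a (0.161) was at -0.0429 with array weights, -0.102 with the GC and length trend removed and -0.0160 to 0.308 with 1 replicate left out; Arhgdia was at -0.146 with the trend removed, Bex3 at 0.0292 with the B-cell covariate, and Ltbr and Sorcs2 ranged from -0.188 to 0.0103 and from -0.0136 to 0.306. The cause was not tested. With 1 replicate left out, Cilp, Sox9 and Ntf3 each lost their call in 2 of 7 fits and Icam1 and Sort1 in 1, the immediate early list in 3 and the MHC class II list in 2. The MHC class II list also lost its call with a pseudocount of 5, array weights, the B-cell covariate and the GC and length trend removed.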

Other observations

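In this part, the tests of median ratio scaling, edgeR, the endothelial genes, the FDC markers, the mixture axis, the endothelial covariate and the germinal centre genes were chosen only after the result was seen.

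The 7 samples can be split into 4 and 3 in 35 ways, of which 8 part all 3 same-numbered pairs, as the real one does. Of these 8, only the real split gave as many as 2844 genes (1 of 8); the next gave 24. The same held for the 19 FDC list genes (1 of 8), where the next gave 1. For the 4 marker lists, 7 of the 8 splits gave as many. The share cannot fall under 0.05 with 8 splits. The 8 splits rest on the replicate numbers, for which no clear pairing was seen. Over all 35 splits, most of which part fewer pairs, only the real one gave as many genes or FDC list genes (1 of 35). The next highest counts were 357 genes and 5 FDC list genes, with a median of 0 for both. At least 4 lists were called in 29 of the 35 splits.

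Technical explanations for the number of called genes were tested one by one. The difference in total reads did not account for it: after thinning, 2852 genes were called, 2806 of them the same genes. Removing the trend with GC content and length left 2562 genes, 2083 of them the same, so that trend explains part of the calls at most. Scaling shifted by a few abundant genes was judged by whether the share of higher calls moved by over 10 percentage points. It moved by less, from 53.7% to 59.5% under median ratio scaling and to 49.4% under quantile normalization, but the latter gave more lower than higher calls, so which direction has more calls depends on the scaling. The count was 2879 and 2847 genes. The edgeR fit to the recovered reads called 2551 genes, but its factors are TMM again and its test and filter differ too, so this count cannot tell whether the authors' scaling caused the calls. The balance of higher against lower calls remains open, as does the make-up of the sorted cells, which these tests do not address.

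One hypothesis is that the Ngfr KO libraries held less RNA from endothelial cells. All 14 tested endothelial genes were called lower in Ngfr KO. edgeR called 13 of them, whose log2 changes ran from -3.06 to -1.11 with a median of -1.63; Lyve1 was also lower by edgeR (-1.21) but not called (adjusted p = 0.0975). The endothelial list's gene Vwf, singled out after its values were seen, did not pass the filter and had similar values in both genotypes (0.345 ± 0.203 and 0.327 ± 0.092). If fewer endothelial cells' RNA were the only cause, the genes might fall by 1 common factor. The SD of the log2 changes of the 13 genes was 0.525, at percentile 60.84 of 10000 random sets of genes called lower (median SD 0.486), so they did not move more uniformly than other lower genes. Those other genes could come from the same cells, so the test cannot rule the explanation out.

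A second hypothesis is that FDC genes were higher because less other RNA diluted them. A single dilution factor would raise Cr2, Madcam1, Cxcl13 and Mfge8 alike if all 4 transcripts came from FDCs alone. Their edgeR log2 changes were 1.08, 2.76, 0.85 and 2.39. The SD of the 4 changes in log2 value was 0.980, which no other of the 35 splits reached (exact one-sided permutation p = 0.0286, the smallest possible); the next highest was 0.879. Cochran's Q, computed before that test and resting on an approximation unsuited to so few samples, was 27.1 with 3 degrees of freedom. The unequal rises cannot rule dilution out, since the source of these transcripts was not tested and Cr2 is also a gene of B cells, whose transcripts were present in every library. A mixture that varies among WT samples too may contribute. WT replicate 1 had the lowest FDC score (3.94) and the highest endothelial score (3.61) of all samples. Across 8326 genes, the difference of WT replicate 1 from WT replicate 4 correlated with the difference of Ngfr KO from WT replicates 2 and 3 at Pearson's r of -0.52 (Spearman's rho -0.49), with no sample in both differences. Genes are not independent replicates. WT replicate 1 was picked for its place on the first principal component, which separates the genotypes, so the sign of r was fixed by that choice and the value cannot tell whether such a mixture contributes. With the endothelial score in the limma model, 0 FDC list genes and 0 genes in all had an adjusted p-value under 0.05. At an unadjusted p-value under 0.05 there were 1 FDC list gene and 767 genes. The score separates the genotypes, so this fit cannot tell an effect of cell make-up from an effect of genotype within FDCs. Whether the sorted populations differed in purity, or FDCs in expression, therefore remains open.

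A further hypothesis concerns B cells. Among genes chosen after their values were seen, Rgs13 was covered by 0 to 45 reads in WT and 248 to 375 in Ngfr KO, with an edgeR log2 change of 4.71 (adjusted p = 0.0357). Mef2b (4.60, adjusted p = 0.0157) moved the same way by edgeR, and Gcsam (3.20) failed the correction there (adjusted p = 0.120). The limma fit without a filter called all 3, with adjusted p-values from 0.00939 to 0.0283. All 3 Ngfr KO samples lay above all 4 WT samples in each of these genes. Summed over the 3 genes, the samples held 1, 119, 15 and 1 reads in WT replicates 1 to 4 and 787, 475 and 521 reads in Ngfr KO replicates 1 to 3. The ratio of group means was 16.9 (log2 4.08, exact two-sided permutation p = 0.0286, the smallest possible). More B-cell RNA of any kind would raise general B-cell genes too. The sum of Cd79a, Cd79b and Ms4a1 differed by a log2 ratio of 0.515, with overlapping groups (exact two-sided permutation p = 0.343), less than would account for the rise. It held 2458, 4054, 2289 and 2812 reads in WT replicates 1 to 4 and 4874, 7056 and 1764 in Ngfr KO replicates 1 to 3. Within Ngfr KO it did not follow the sum of Rgs13, Mef2b and Gcsam. Ms4a1 alone was called higher by limma (log2 change 0.79, adjusted p = 0.0472), with overlapping groups. The whole B-cell list was nevertheless called higher by camera on the edgeR data (median log2 change 0.52, adjusted p = 0.0420), so some increase in general B-cell RNA is not excluded. A candidate explanation is RNA from germinal centre B cells carried along with the sorted cells in Ngfr KO samples, although the labels describe the mice as non-immunized. Expression of these genes by another cell was not tested, and the genes were selected for the difference.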
